A study of Mus musculus with 4 samples.

How the data were processed

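Direct RNA nanopore reads were analysed from 4 libraries of J1 mouse embryonic stem cells, 2 wild type (WT) and 2 knocked out for Mov10 (KO). Per the labels' protocols, the authors selected polyadenylated RNA from total RNA on oligo(dT) beads, prepared it with the SQK-RNA002 direct RNA kit using DeePlexiCon barcode adapters, and sequenced it on R9 flow cells of a MinION. The labels and the file header do not state the basecaller, the aligner, the genome build and annotation version, the tool that estimated tail length, or any filter on reads. Selection on oligo(dT) beads needs a tail, so very short tails are measured only as far as they pass that step.

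Per the file header, the deposited table gives for each read an Ensembl transcript, a gene symbol, the library and a tail length, which is an estimate in nt and not a count. No normalization is recorded. It also holds 3 yes-or-no columns that assign gene symbols to classes of Mov10 targets with m6A, Mov10 targets without m6A and non-targets; these are the authors' deposited classes and their source is not stated. Each symbol had a single value in each class column. The table held 1903922 reads on 27785 transcripts and 13831 symbols, of which 13590 matched a table of mouse gene names. There was no quality tag per read, so all reads with a length above 0 were used, which left out 3 reads. On 1566 transcripts more than 1 symbol occurred, and 53.4% of reads lay on such transcripts; symbols were used as deposited, and a fit at transcript level was an alternative. Libraries were assigned to genotype and replicate by the sample titles.

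Reads were collapsed to 1 value per gene and library, so that libraries and not reads were the replicates. Library medians had 95% bootstrap intervals from 10000 draws over reads, and shares of reads had 95% Wilson intervals; these cover read sampling only. Direct RNA reads come from single molecules without amplification, but fragmented molecules and reads without an assigned barcode are not accounted for. Library medians and shares of reads under 30 nt, from 30 to under 150 nt, and of 150 nt or more were compared by exact two-sided permutation tests, which with 2 libraries against 2 have 6 arrangements and cannot give a p under 0.333.

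Tail length per gene was tested with limma 3.58.1 (lmFit and eBayes, with the log2 mean read number as trend covariate) in R 4.3.3, on log2 of the median tail length, for genes with at least 20 reads in each of the 4 libraries. The deposited table has no column of counts, so the number of reads per gene was counted here from the reads and tested with limma's voom, with 0.5 reads added, median-of-ratios scaling, and a mean of at least 10 reads. Where a level is printed it is in reads per 1000000 reads (RPM), computed here. P-values were adjusted by Benjamini-Hochberg and the threshold was an adjusted p of 0.05. Gene sets were tested with limma's fry, with camera and its preset correlation of 0.01 beside it. The sets were the mitochondrially encoded genes (taken by the symbol prefix mt- alone), the cytosolic ribosomal protein genes and a list of 18 pluripotency genes. Tables were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

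The grouping, the tests, the gene sets, the rule for named genes and most alternatives were set before the data were examined. The comparisons of the deposited classes, the pairing of WT 1 with KO 2, and the scan along chromosomes were chosen after seeing the data. For the classes, each gene was first centred on its mean over the 4 libraries, then the class median per library was taken and that of the non-targets subtracted. This centring replaced a difference of uncentred class medians after that form had given tied values for read number; the earlier form is kept as an alternative. By the rule for named genes, Mov10 is always named, and in each test the genes past the threshold with non-overlapping libraries are named, up to 4 in each direction. Where fewer than 3 passed, the 3 with the smallest unadjusted p are given instead, and Pou5f1, Nanog and Sox2 are added where they had enough reads.

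Both limma tests were tested on simulated data with 200 changed genes. The tail length test recovered 70% of changes of 0.5 and 100% of changes of 1 on the log2 scale, with 6 false calls in all. Its simulated replicates differed only by read sampling and a fixed library shift. The read number test recovered 19% of changes of 1 and 74% of changes of 2, with 3 false calls, at a simulated dispersion of 0.05. The scan for neighbouring genes placed the start of a planted run of 60 genes within 3 genes. Alternatives changed the summary of tail length, the minimum number of reads, weights, centring, depth, scaling, the model for read number, and the pairing of libraries, or left out each library in turn. The order of genes along chromosomes came from the RefSeq annotation of GRCm38.p6, which placed 98.5% of the 4815 genes tested for read number; no coordinates are given, because the build behind the deposited table is not stated.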

Results

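Poly(A) tail lengths of single RNA molecules were measured in J1 mouse embryonic stem cells, a line grown in serum with LIF, that were either wild type (WT) or knocked out for Mov10 (KO). Mov10 is an RNA helicase. The stated purpose of the study was to compare tail lengths of transcripts between the 2 genotypes. Each genotype had 2 libraries, called WT 1, WT 2, KO 1 and KO 2 here. The libraries were made by direct RNA nanopore sequencing, in which the native RNA strand passes through a pore and the tail is read as part of the same molecule. The deposited table held 1903922 reads, each with a transcript, a gene symbol and an estimated tail length in nucleotides (nt). Reads with a tail length above 0 numbered 439535 in WT 1, 351133 in WT 2, 683239 in KO 1 and 430012 in KO 2, and these were used throughout. They covered from 11013 to 12065 gene symbols per library. The replicates of a genotype differed by more than counting noise, with a chi-square per degree of freedom of 4.09 for the WT pair and 1.86 for the KO pair over gene read numbers, so they were counted as separate libraries.

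The targeted gene was examined first. Mov10 (ENSMUSG00000002227.15) had 26 reads in WT 1 and 14 reads in WT 2, against 0 reads in KO 1 and 1 read in KO 2. Scaled to all reads of the library, as reads per 1000000 reads (RPM), this was 49.5 RPM ± 13.6 (SD, n = 2) in WT. The exact 95% binomial intervals were 38.6 to 86.7 RPM in WT 1 and 21.8 to 66.9 RPM in WT 2, and they reached at most 5.40 RPM in KO 1 and 13.0 RPM in KO 2. Against the mean of the upper 95% limits of the KO libraries, 9.18 RPM, the mean read number of Mov10 in WT was 5.39-fold higher, and against a floor of 3 counts in each KO library, a mean of 5.68 RPM, it was 8.71-fold higher. In limma's voom test Mov10 had the smallest p-value of the 4815 genes tested (1.15e-05), with a Benjamini-Hochberg adjusted p of 0.0553, just over the threshold of 0.05; the alternatives gave adjusted p-values from 2.06e-06 to 0.135. Intervals and limits cover counting error only.

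**Figure D1:**
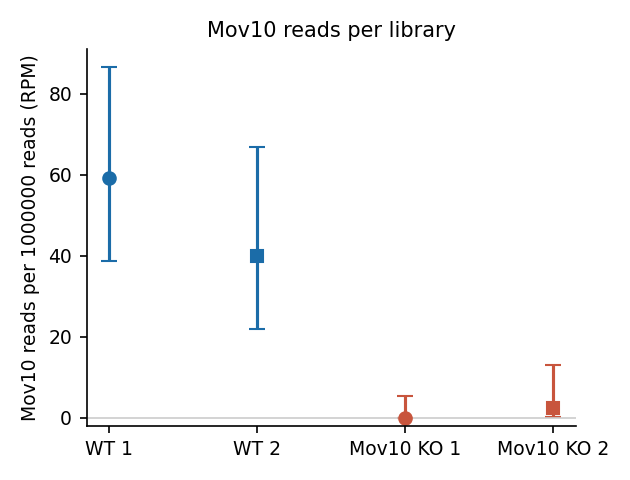
Mov10 reads per 1000000 reads in each library (vertical axis) with exact 95% binomial intervals as bars. Both WT libraries lay above both KO libraries, with 26 and 14 reads against 0 and 1.

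The first comparison asked whether tails differed in length between the genotypes over all reads. The median tail length was 97.3 nt in WT 1 (95% bootstrap interval over reads 97.1 to 97.5 nt) and 105.6 nt in WT 2 (105.4 to 105.8 nt). It was 105.8 nt in KO 1 (105.7 to 106.0 nt) and 98.1 nt in KO 2 (97.9 to 98.3 nt). The genotype means were 101.5 nt ± 5.85 (SD, n = 2) in WT and 102.0 nt ± 5.47 (SD, n = 2) in KO. The difference of 0.510 nt was far smaller than the gap between the replicates, which was 8.27 nt in WT and 7.73 nt in KO (exact permutation test, two-sided, p = 0.667). With 2 libraries against 2 there are 6 arrangements, so the smallest two-sided p this test allows is 0.333, and no difference of this kind could pass 0.05. Among the alternatives that kept all 4 libraries, the geometric mean moved the difference most, to 1.24 nt (SD between replicates 4.52 nt). The sign depended on the library left out: the difference was -3.63 nt without WT 1, 4.65 nt without WT 2, -3.36 nt without KO 1 and 4.38 nt without KO 2.

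**Figure D2:**
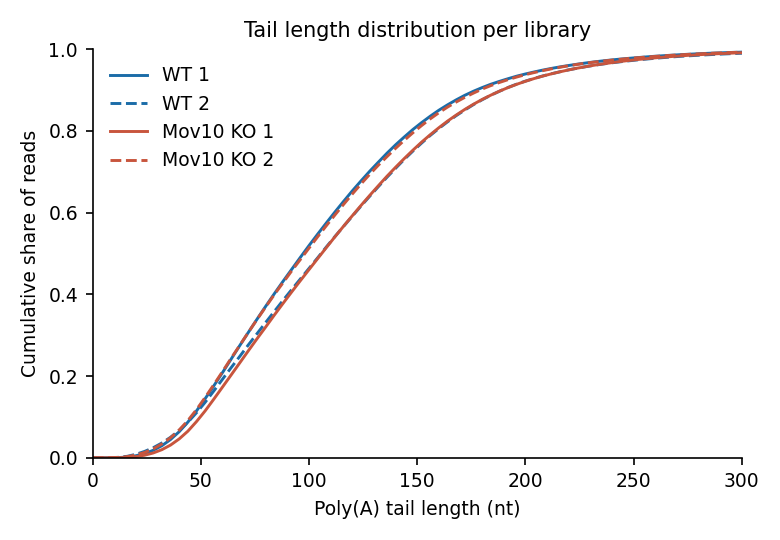
Cumulative share of reads (vertical axis) by poly(A) tail length in nt (horizontal axis, shown up to 300 nt) for each library, WT in blue and KO in red. WT 1 and KO 2 ran together, and WT 2 and KO 1 ran to their right over most of the range, so the curves did not separate by genotype.

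Reads were also divided into short tails under 30 nt, middle tails, and long tails of 150 nt or more. Short tails made up 2.35% of reads in WT 1 (95% Wilson interval 2.31 to 2.40%), 3.02% in WT 2 (2.96 to 3.08%), 1.55% in KO 1 (1.52 to 1.58%) and 2.75% in KO 2 (2.71 to 2.80%). The means were 2.69% ± 0.473 (SD, n = 2) in WT and 2.15% ± 0.850 (SD, n = 2) in KO, a difference of -0.533 percentage points. Without KO 1 this difference was 0.0682, and without KO 2 it was -1.13. Long tails made up 18.8% of reads in WT 1, 24.0% in WT 2, 23.7% in KO 1 and 19.6% in KO 2, with Wilson intervals no wider than from 23.8 to 24.1% in WT 2. The means were 21.4% ± 3.66 (SD, n = 2) in WT and 21.7% ± 2.95 (SD, n = 2) in KO. Middle tails made up 75.9% ± 4.13 (SD, n = 2) in WT and 76.2% ± 2.10 (SD, n = 2) in KO. With a library left out, the difference ranged from -2.32 (without WT 1) to 2.85 (without WT 2) percentage points for long tails and from -2.65 (without WT 2) to 3.18 (without WT 1) for middle tails. None of the 3 differences exceeded the spread between replicates (exact permutation tests, two-sided, p = 0.667 for short tails and 1 for the other classes, Benjamini-Hochberg adjusted p = 1 for each).

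Tail length was then compared gene by gene. The median tail length per gene and library was tested with limma for the 1935 genes with at least 20 reads in each of the 4 libraries. No gene passed an adjusted p of 0.05: the number of calls was 0, and 45 genes had an unadjusted p under 0.05, where 96.75 would be expected by chance. With the libraries centred on a common median, 86 genes had an unadjusted p under 0.05, and the calls stayed at 0. The low count of 45 thus depended on the shift between libraries and is no added evidence against changes. The median standard error of a log2 change was 0.17. In simulated data with the same 1935 genes, this test recovered 70% of planted log2 changes of 0.5 and 100% of planted changes of 1. The simulated replicates differed only by read sampling and a fixed library shift, and 200 genes were changed. Recovery with more spread between replicates, or with fewer changed genes, was not tested. The alternative that moved the count most pooled the reads of each genotype and compared them by a rank-sum test, which treats reads and not libraries as the units. It called 92 genes, 78 longer and 14 shorter in KO. The same pooled test called 84 genes when the libraries were split by replicate number, and 327 genes when WT 2 and KO 1 were set against WT 1 and KO 2.

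Over the 1935 genes the median log2 change was 0.01, and 51.8% of genes had longer tails in KO. The share was 47.6% when the replicates numbered 2 were set against those numbered 1, and 76.8% when WT 2 and KO 1 were set against WT 1 and KO 2, so the genotype split did not stand out among the 3 possible splits. Single comparisons of a KO library with a WT library gave shares of 73.0% (KO 1 against WT 1), 49.5% (KO 2 against WT 1), 52.1% (KO 1 against WT 2) and 30.4% (KO 2 against WT 2). The share was 39.0% without WT 1, 61.4% without WT 2, 39.6% without KO 1 and 67.2% without KO 2. The median log2 change was -0.05 without WT 1, -0.04 without KO 1, 0.05 without WT 2 and 0.06 without KO 2.

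**Figure D3:**
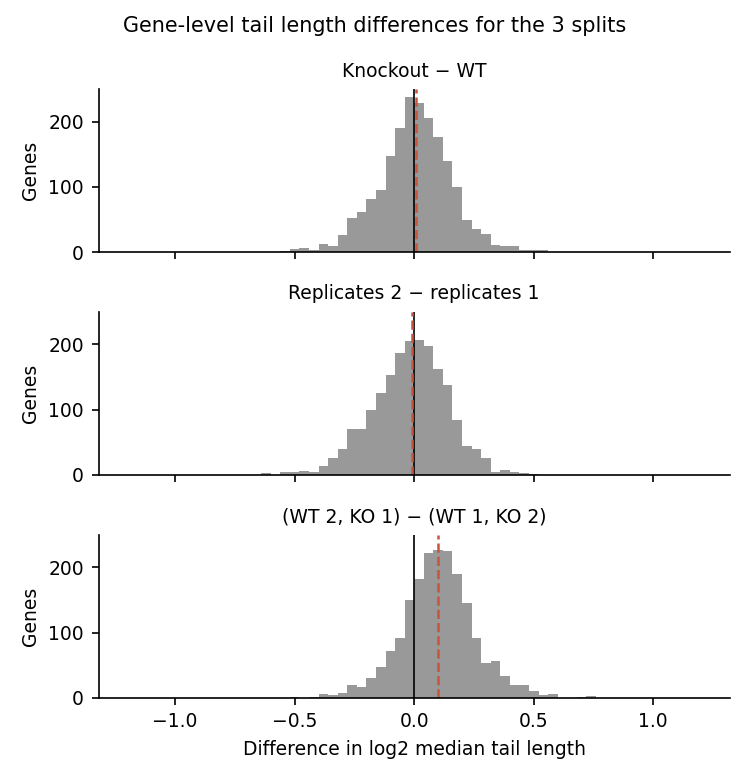
Histograms over 1935 genes of the difference in log2 median tail length (horizontal axis) for the 3 ways of splitting the 4 libraries into pairs; the vertical axis counts genes, the solid line marks 0 and the dashed line the median. The median was 0.01 for the genotype split, -0.01 for the split by replicate number and 0.10 for WT 2 and KO 1 against WT 1 and KO 2.

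The 3 genes with the smallest unadjusted p-values for tail length were Zfp534, Syncrip and Asf1a, and none passed the threshold (limma, adjusted p = 0.9998 for each; the alternatives ranged from 0.0911 for Syncrip to 0.9999). Syncrip (ENSMUSG00000032423.12) had median tails of 155.1 nt ± 1.36 (SD, n = 2) in WT and 107.6 nt ± 18.5 (SD, n = 2) in KO, a log2 change of -0.54 with a standard error of 0.19. It rested on 27 and 25 reads in WT and 76 and 42 reads in KO. Zfp534 (ENSMUSG00000062518.7) had 119.0 nt ± 6.80 (SD, n = 2) in WT and 85.5 nt ± 23.8 (SD, n = 2) in KO, a log2 change of -0.50; its transcripts were also assigned to the zinc finger paralogs Zfp985, Zfp992 and Zfp988, so its reads cannot be attributed to it with certainty. Asf1a (ENSMUSG00000019857.7) had 115.4 nt ± 19.8 (SD, n = 2) in WT and 82.6 nt ± 31.0 (SD, n = 2) in KO, a log2 change of -0.52. The pluripotency factors Pou5f1, Nanog and Sox2 had log2 changes of 0.01, -0.05 and 0.00, on mean tails of 118.9, 117.6 and 122.3 nt in WT. Mov10 itself had too few reads for this test.

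Gene sets fixed in advance, 3 in number, were compared for tail length with limma's fry, a rotation test. None passed (limma, adjusted p = 0.646 for each, over the 3 sets). The 11 mitochondrially encoded genes, whose messenger RNAs carry short tails, had a median log2 change of 0.05, with 90.9% of them longer in KO. The 79 genes for cytosolic ribosomal proteins had -0.02, and the 15 pluripotency genes with enough reads had -0.10. The replicate SD of the set medians was 0.08, 0.05 and 0.09. Camera with a preset correlation gave adjusted p-values of 0.0737, 0.0741 and 0.0737. With at least 50 reads in each library it gave 0.0224 for the mitochondrially encoded and 0.0127 for the ribosomal protein genes, calls that fry did not make (0.717 for each). Single libraries decided the sizes: the median of the mitochondrially encoded genes was 0.02 without WT 1 and 0.10 without WT 2. The median of the ribosomal protein genes was -0.07 without WT 1 or without KO 1 and 0.01 without WT 2 or without KO 2, and that of the pluripotency genes was -0.23 without KO 1 and 0.04 without KO 2.

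The deposited table also assigned genes to 3 classes, named for Mov10 targets with m6A, Mov10 targets without m6A, and non-targets of Mov10; m6A is a methylated adenosine within messenger RNA. How the classes were defined is not stated. The classes held 274, 720 and 581 of the tested genes, and 360 genes were in no class. Over the targets with m6A, the median of the gene medians was 108.8 nt ± 2.99 (SD, n = 2) in WT and 108.1 nt ± 7.48 (SD, n = 2) in KO. For targets without m6A it was 105.6 nt ± 5.76 (SD, n = 2) and 106.2 nt ± 5.85 (SD, n = 2). The non-targets had 103.9 nt ± 5.12 (SD, n = 2) in WT and 104.3 nt ± 5.29 (SD, n = 2) in KO. The median log2 change was 0.01 in each of the 3 classes, with a replicate SD from 0.07 to 0.08, and limma's fry gave an adjusted p of 0.998 for each. With each library left out in turn, these medians ranged from -0.05 to 0.08, negative without WT 1 or KO 1 and positive without WT 2 or KO 2. Relative to the non-targets, computed within each library, the log2 change was -0.00150 for targets with m6A and 0.00268 for targets without m6A, against replicate SDs of 0.0151 and 0.0156 (exact permutation tests, two-sided, p = 0.667 and 1, Benjamini-Hochberg adjusted p = 1 for each). The sign of these small values changed with the library left out, within -0.0126 to 0.0167. Genes in no class had -0.00817 relative to the non-targets, beyond the replicate SD of 0.00290, with an exact permutation p of 0.333, the smallest possible with n = 2, and a Benjamini-Hochberg adjusted p of 1. This value stayed negative with each library left out, from -0.0103 to -0.00608, and was 0.00187 with the mean of log2 lengths. The classes were compared only once the table had been seen.

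**Figure D4:**
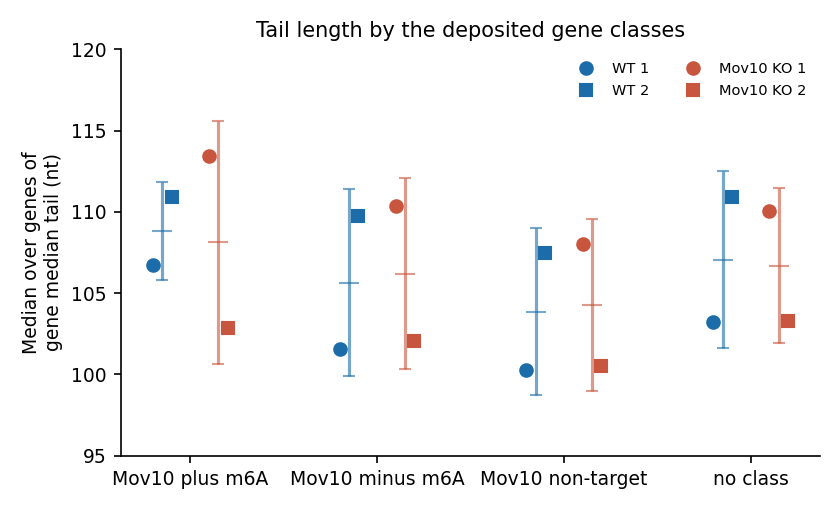
Median over genes of the gene median tail length in nt (vertical axis, from 95 to 120 nt) for the deposited gene classes, 1 point per library; horizontal marks and bars give the genotype mean and SD (n = 2). In each class WT 2 and KO 1 lay above WT 1 and KO 2.

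The number of reads per gene was compared as a measure of RNA abundance. Among the 4815 genes with a mean of at least 10 reads, limma's voom test with median-of-ratios scaling made 0 calls at an adjusted p of 0.05, and 498 genes had an unadjusted p under 0.05, where 240.75 would be expected by chance. In simulated data with the same number of genes, the test recovered 19% of planted log2 changes of 1 and 74% of planted changes of 2. The alternative that moved the count most dropped the filter on low read numbers, which gave 96 calls among 13831 symbols, 43 higher and 53 lower in KO. The median absolute log2 change between genotypes was 0.32, against 0.27 for each of the other 2 splits of the libraries into pairs. Splitting the libraries by replicate number gave 0 calls and 96 genes with an unadjusted p under 0.05, and setting WT 2 and KO 1 against the other libraries gave 0 calls and 91 such genes.

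After Mov10, the smallest unadjusted p-values for read number belonged to Rasgrp2 and Jpt1, which did not pass the threshold (limma, adjusted p = 0.130 for both). Rasgrp2 (ENSMUSG00000032946.16) had 107.7 RPM after median-of-ratios scaling ± 18.8 (SD, n = 2) in WT and 289.1 RPM ± 9.27 (SD, n = 2) in KO, a log2 change of 1.42 with a standard error of 0.28. Jpt1 (ENSMUSG00000020737.12) had 96.4 RPM ± 2.72 (SD, n = 2) in WT and 290.7 RPM ± 88.2 (SD, n = 2) in KO, a log2 change of 1.53 with a standard error of 0.31; it lies within 73 neighbouring tested genes at the end of chromosome 11, of which 72 had more reads in KO. The alternatives gave adjusted p-values down to 0.00587 for Rasgrp2 and 0.00335 for Jpt1, and up to 0.135 for both. Pou5f1, Nanog and Sox2 had log2 changes of -0.37, -0.47 and -0.68, with adjusted p-values of 0.579, 0.560 and 0.458 (limma).

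The same gene sets were compared for read number. The ribosomal protein genes had a median log2 change of -0.22 (79 genes, 11.4% higher in KO), and the 17 pluripotency genes had -0.35 (29.4% higher). The 11 mitochondrially encoded genes had -0.05, and 0.05 under scaling by total reads. None passed limma's fry (adjusted p = 0.561, 0.272 and 0.857 over the 3 sets). Camera with a preset correlation of 0.01 gave 1.73e-06, 0.0130 and 0.654, and neither call held under fry. The median of the ribosomal protein genes was -0.09 without WT 1 and -0.37 without WT 2, and that of the mitochondrially encoded genes was 0.04 without WT 1 or without KO 1, -0.23 without WT 2 and -0.16 without KO 2. Scaling by total reads moved the median of all 4815 genes to 0.11, and on that scale the ribosomal protein and pluripotency medians were -0.11 and -0.25.

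Among the deposited classes, targets with m6A had a median log2 change in read number of 0.17 (906 genes), targets without m6A 0.01 (1635 genes) and non-targets -0.10 (1514 genes). Under scaling by total reads, which moved the median of all genes to 0.11, these medians were 0.30, 0.13 and 0.01. Limma's fry gave an adjusted p of 0.319 for each of the 4 classes, the genes without a class included. Camera gave 0.00245 for the targets with m6A and 0.0284 for the non-targets, calls that did not hold under fry. Relative to the non-targets, the log2 difference between genotypes was 0.25 for the targets with m6A (replicate SD 0.18) and 0.10 for the targets without m6A (replicate SD 0.07), each with an exact two-sided permutation p of 0.333, the smallest possible with n = 2, and a Benjamini-Hochberg adjusted p of 0.5. Both values depended on the WT library left out: without WT 1 they were 0.08 and 0.03, and without WT 2 they were 0.43 and 0.17.

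Finally, changes in tail length and read number were set against each other across the 1935 genes. Spearman's rho was 0.0371 and Pearson's r was 0.0229 for the genotype split. For the splits by replicate number and by the crossed pairs, rho was -0.0937 and -0.0826, so the genotype value was no further from 0 than those of the other splits. It was -0.0474 without WT 2 and -0.00917 without KO 2, and it was 0.00917 without WT 1. Within libraries, rho between read number and tail length was -0.169 in WT 1, -0.0605 in WT 2, -0.0973 in KO 1 and -0.0149 in KO 2. The KO 2 value was near 0, so a tendency to shorter tails at more reads is not shown there. With at least 50 reads in each library (855 genes), the values were -0.138, -0.0771, -0.0811 and -0.0798 in the same order. Genes are not independent replicates, so no p-value is given for these relations.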

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

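Under the alternatives run, the differences in library median tail length and in shares of tail length classes moved by less than the spread between replicates (1 SD). So did the median log2 tail length change over genes. The share of genes with longer tails moved by less than the SD over the single comparisons of a KO with a WT library. The direction of each changed with the library left out. For library medians and class shares, leaving out a library cannot move the difference by more than the replicate SD. Those fits could therefore not have shown a larger move. The difference in short tails was -1.13 percentage points without KO 2 and -0.867 without WT 1, both larger than the replicate SD of 0.688. The class limits of 20 and 100 nt and of 50 and 200 nt, the arithmetic and geometric means, the removal of mitochondrially encoded genes and the median over genes were among these alternatives. The planned comparison with reads that fail a quality tag could not be run because the table has no such tag, and a further count model, planned only for a table with its own column of counts, was not run on the reads counted here.

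The number of genes with a changed tail length was 0 in 9 of the 11 fits, the reported one included. It was 1 with at least 10 reads in each library and 92 with reads pooled by genotype. The pooled test takes reads as units, which is why it makes calls that libraries as replicates do not; the same test called 84 and 327 genes for the 2 other splits of the libraries. The gene called with at least 10 reads was Nae1, named here after its values were seen: its medians were 85.8 and 71.0 nt in WT and 162.3 and 178.5 nt in KO, with an adjusted p of 0.0352 (limma) and a log2 change of 1.13 that had the same direction in all 4 comparisons of single libraries. It had 11 reads in WT 2, under the minimum of 20 reads, so it was not among the 1935 genes. The split that set WT 2 and KO 1 against WT 1 and KO 2 called 3 genes, Apoe, M6pr and Snx5, with 224 genes at an unadjusted p under 0.05.

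The number of genes with a changed read number was 0 as reported, with a mean of at least 50 reads and with limma-trend. It was 7 with total reads as the scale (6 higher and 1 lower) and 96 without the filter on low read numbers; the cause was not tested. Mov10 passed the threshold with total reads (adjusted p = 0.0106, limma), without the filter (2.06e-06) and with the replicate block or the crossed block, over a range of 2.06e-06 to 0.135. Under the named alternatives, 8 other results for single genes passed the threshold that had not before, all for Rasgrp2 or Jpt1. Tail length changes reversed for Pou5f1, Nanog and Sox2 with downsampled libraries (adjusted p = 0.996, limma), and for Sox2 with centred libraries (0.997); these changes were near 0 throughout.

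The libraries share replicate numbers, but the deviations of same-numbered libraries from their genotype means were uncorrelated (0.0135 for tail length and 0.0155 for read number across genes), so the numbers were not taken to pair the samples. With the replicate number as a block, 66 genes changed in read number (30 higher and 36 lower), Mov10 had an adjusted p of 9.87e-05 (limma), and 0 genes changed in tail length, with 35 at an unadjusted p under 0.05. Within the numbered pairs the library medians differed by 8.51 and -7.49 nt, with a block mean of 0.510 nt. A crossed block of WT 1 with KO 2, added after seeing the data, gave 37 genes for read number and 0.000176 (limma) for Mov10. Under both blocks, 36 genes were called. Both fits tested the same genotype difference on the same libraries, with a residual degree of freedom less than the unblocked fit. The shared calls are therefore not independent support, and the calls are no evidence of a pairing.

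Camera with a preset correlation moved 4 read number results past the threshold: ribosomal protein genes (1.73e-06), pluripotency genes (0.0130), targets with m6A (0.00245) and non-targets (0.0284). Camera sets a gene set against the other genes, with an assumed correlation, and fry tests it against no change, so the tests ask different questions. Fry made none of these calls, and which difference between the tests matters was not tested. For tail length, camera made calls when combined with other settings: for the mitochondrially encoded genes with the replicate block (0.00466) and with at least 50 reads (0.0224), and for the ribosomal protein genes with at least 50 reads (0.0127). Directions of set results that were far from the threshold reversed in several alternatives. With total reads, adjusted p-values were 0.803 for the mitochondrially encoded genes, 0.544 for the non-targets and 0.506 for genes without a class, where the scale shifts all genes upward. With at least 10 reads, they were 0.984 for the tail length of targets with m6A and of non-targets. With the mean of log2 lengths it was 0.991 for the tail length of genes without a class, and with the crossed block 0.511 for the read number of targets without m6A; the cause was not tested.

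Relative to non-targets, the tail length change was -0.0211 for targets with m6A with at least 10 reads. For genes without a class it was -0.00817 as reported, -0.00290 with at least 10 reads, -0.00119 with at least 50 reads and 0.00187 with the mean of log2 lengths. For read number, targets without m6A had 0.01 (0.0132) with a mean of at least 50 reads and 0.22 (0.223) from uncentred class medians. Genes without a class had 0.0433 (replicate SD 0.0406) with all 4 libraries and a mean of at least 10 reads. Their value was 0.00330 with a mean of at least 50 reads, 0.00284 without WT 1 and 0.09 (0.0911) from uncentred class medians. These alternatives were chosen after seeing the data, and the cause was not tested. Across genes, rho between tail length and read number changes was 0.0944 with at least 50 reads.

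Across the 4 fits that each left out a library, the median absolute log2 read number change ranged from 0.331 to 0.450 (without WT 2), and the rho of tail length against read number changes from -0.0474 to 0.0550. The pluripotency tail length median ranged from -0.227 to 0.0443, and that of the ribosomal protein genes from -0.0739 to 0.0128. The read number median ranged from -0.232 to 0.0414 for the mitochondrially encoded genes, from 0.0106 to 0.252 for targets with m6A, and from -0.0806 to -0.0223 for genes without a class. For non-targets it ranged from -0.159 (without WT 2) to -0.0579 (without WT 1). For targets without m6A it ranged from -0.00859 (without WT 1) to 0.00962 (without KO 1), so its sign changed. With 1 library left in a genotype, these are values without a test.

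The gene tests are limited in 2 ways. For tail length, 1935 of 13831 symbols had enough reads. For read number the simulated recovery of log2 changes of 1 was 19%, so the absence of calls does not exclude changes of that size. Whether depth, the number of libraries or the simulated dispersion sets this recovery was not tested.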

Other observations

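All tests in this part were chosen or given their final form after the results they bear on had been seen. Tail lengths differed between libraries in a way the genotype does not explain: WT 2 and KO 1 had longer tails than WT 1 and KO 2. At gene level the median log2 shift between these pairs was 0.10 (0.101), and 76.8% of 1935 genes had longer tails in WT 2 and KO 1. This argues against the mix of genes among the reads as the whole cause. WT 2 had fewer reads than WT 1 (log2 ratio -0.32), while KO 1 had more than KO 2 (0.67), which argues against a trend with depth in either direction. WT 2, the WT library with longer tails, had 14 Mov10 reads where the KO libraries had 0 and 1, which argues against swapped labels.

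A single length scale per library, as a difference in pore speed or calibration may give, would shift all genes by the same log2 amount. Between the WT libraries the 11 mitochondrially encoded genes shifted by 0.0655, against 0.0933 for the other genes and inside the range of random lists matched on read number (95% of lists from 0.00415 to 0.177), as a common scale needs. Between the KO libraries they shifted by -0.0414, with 1 of 11 longer in KO 1, while the other genes shifted by 0.105; the matched random lists ranged from 0.0282 to 0.140. Matching on read number replaced unmatched lists, after those had been seen; among unmatched lists the KO value lay at percentile 0.640 and the WT value at percentile 37.5. The KO shift of the mitochondrially encoded genes argues against a common scale as the whole cause there. Reads under 30 nt made up 3.02% in WT 2 and 2.35% in WT 1, and reads under 20 nt 0.860% and 0.503%. A common upward scale alone would lower these shares in WT 2, so not all WT values go with it. The share under 30 nt was 1.55% in KO 1 and 2.75% in KO 2, as a common scale needs. The mix of genes among the reads also enters these shares. Short-tailed genes without the symbol prefix mt-, taken as nuclear (192 genes, median 86.2 nt), shifted by 0.124 between the KO libraries. Between the WT libraries they shifted by 0.0268. As a group their tails were longer than those of the mitochondrial reads, with library medians from 55.6 to 57.5 nt. Some symbols without the prefix had tails as short, such as Gm28661 (49.4 nt in KO 1, 53.7 nt in KO 2). Whether reads of such symbols are of mitochondrial origin was not tested. A difference between the libraries that depends on tail length therefore stays open. A difference between cultures or between RNA preparations stays open and was not tested, since no label gives a batch, a flow cell or a date.

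After removal of this library shift, the variance between replicates of the gene medians was 1.11 times that from resampling reads in the 1789 genes with a mean under 500 reads, a value in line with read sampling as the main source there. In the 146 genes with at least 500 reads it was 6.15 times as large, with a residual SD of 0.07 on the log2 scale. Read sampling alone does not account for the spread of these abundant genes; what adds to it was not tested.

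Read numbers rose along the end of chromosome 11 in KO. From Cog1 to Tbcd, the last placed gene, 72 of 73 tested genes had more reads in KO, with a median log2 change of 0.89 (interquartile range 0.60 to 1.23). Prkar1a, the tested gene just before Cog1, ended the stretch of 386 other genes of chromosome 11, whose median was 0.0174; this argues against library scaling. The highest running median of 25 neighbouring genes was 1.04, against at most 0.77 in 10000 shuffled gene orders (permutation p = 0.0001, the smallest these shuffles can give), which argues against chance order. The lowest of the 4 single comparisons of a KO with a WT library was 0.856, so no single library carries it. The 28 genes of the deposited non-target class had a median of 0.889 and the 32 targets 0.850, which argues against Mov10 binding as the cause. When the stretch was set from WT 1 and KO 1 alone it started at Fam104a, and 97.2% of its 72 genes had more reads in KO 2 than in WT 2, against 46.5% in the rest of the chromosome. The values are consistent with a gain of copies of the end of chromosome 11 in the cells that gave the KO libraries, as a hypothesis; no DNA was examined, and whether it arose in the knockout or during culture was not tested. A regional change in transcription was not tested and stays open. Tail length did not follow, with a median log2 change of 0.02 over the 26 genes of the stretch in that test. Of the 249 genes with an unadjusted p under 0.05 and more reads in KO, 40 lay in this stretch, Jpt1 among them, so candidate genes from this region carry an effect that may not belong to Mov10. A second run on chromosome 10, from Prim1 to Bloc1s1, had a running median of 0.58 (permutation p = 0.0086) and was not examined further. The other splits of the libraries had running medians of at most 0.41 in size.

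The higher read number of targets with m6A in KO, 0.25 on the log2 scale relative to non-targets, was 0.0781 without WT 1. WT 1 had -0.30 where the other libraries had from 0.05 to 0.14. Without WT 2 the difference was 0.43, and both KO libraries lay above both WT libraries. From these WT libraries alone, it cannot be told whether WT 1 or WT 2 deviates. The size of the difference thus rests on which WT library is kept, so a change in the abundance of these targets is not shown by these libraries.

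Symbols named for LINE-1 repeats, retrotransposons, had 1168 RPM ± 314 (SD, n = 2) in WT and 1094 ± 258 (SD, n = 2) in KO (exact permutation p = 0.667, two-sided). Of 1318 reads under the symbol Lx3B, 96.1% were on a transcript that also carried 1046 reads under the symbol Rps7, so the reads of this symbol overlap those of a ribosomal protein gene. Without Lx3B the values were 434.7 ± 187 and 416.1 ± 9.68 RPM (SD, n = 2).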
